A study of Drosophila melanogaster with 16 samples. Its data were reported in "Analysis of cell-type-specific chromatin modifications and gene expression in Drosophila neurons that direct reproductive behavior" (2021).

How the data were processed

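Heads of adult Drosophila melanogaster, 10 to 12 days after eclosion, were measured by RNA sequencing in 4 groups of 4 libraries each: male TRAP, male total mRNA, female TRAP and female total mRNA. TRAP (translating ribosome affinity purification) pulls down ribosomes that carry a GFP-tagged RpL10A protein, here driven by fru P1-Gal4, and recovers the mRNA on them. Total mRNA came from the head lysate before the pull-down. Per the labels and the methods of the study, poly(A)-selected libraries were made with a non-directional kit, sequenced from a single end, aligned with STAR 2.7.2a to the dm6 genome, and the authors counted uniquely mapped reads per exon with featureCounts. The deposited values of each library are raw counts per exon entry. Counting did not use strand, and a read could count in several overlapping exon entries, so totals are sums over entries. A second deposited table gives the values as RPM. It held no library beyond those of the count files, equalled the deposited counts rescaled by library total, to rounding, and was used only for this check.

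Each count file held 87508 exon entries of 17753 genes, of which 17626 had a symbol in the gene name table. At least 1 read was counted in 83465 entries, and 5.91% of these repeated the counts of another entry of the same gene. Of all entries, 35985 were shared by several transcripts. Position and region (untranslated or coding) came from the annotation of the same build, which held the same gene and interval for 98.9% of entries. Of the distinct exon intervals, 30.3% overlapped another interval of the same gene. Entries of the mitochondrial genome and of ribosomal DNA had a count of 0 in all libraries and were left out by the filter. Whether they were masked or removed before the counts were deposited is not stated, so a 0 there is not read as a limit. No entry without a gene name was present. Sums of exon counts lay between 15353672 and 25419045. A share of 0 counts was read as an upper limit of 3 counts, which corresponds to 0.118 CPM in the deepest and 0.195 CPM in the shallowest library.

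The 4 main comparisons (TRAP against total mRNA within each sex, and males against females within TRAP and within total mRNA) followed the methods of the study. Exons were kept with a CPM above 2 in at least a share of 0.6 of the 8 libraries compared. Counts were scaled with TMM factors and tested with the exact test of edgeR 4.0.16 in R 4.3.3, with trended and tagwise dispersions and Benjamini-Hochberg adjustment over all exons tested. An exon was called at FDR under 0.2, and a gene was called in a direction when at least 1 of its exons was. The difference of the TRAP effect between the sexes was tested over the 16 libraries with the quasi-likelihood test of edgeR, as an interaction of sex and fraction, at the same FDR. Standard errors of log2 fold changes are those of the quasi-likelihood fit of the same comparison. Normalised CPM values use TMM factors over the 16 libraries. The share of TRAP-enriched genes found in both sexes has a 95% Wilson interval, and the overlap was compared by Fisher's exact test over genes with a tested exon in both comparisons.

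Gene lists were the 10 genes of the study's co-expression screen, the dpr and DIP family, nuclear OXPHOS subunits, cytosolic ribosomal proteins without RpL10Ab, genes of the mitochondrial genome, olfactory receptors other than Or47b and Or67d, 6 chemosensory receptors of fru P1 sensory neurons, neuropeptides, and markers of neurons, glia, photoreceptors, fat body and muscle. Each list was tested with fry of limma 3.58.1 on log2 CPM with voom weights, with 1 exon per gene, the tested exon with the highest mean CPM. Lists with at least 3 tested genes entered. Adjustment was over the 41 tests of the 4 comparisons, with a threshold of 0.05, and separately over the 10 lists tested in the interaction. The test of fry for members in either direction was also read, adjusted in the same way. The lists held 409 genes, of which 0 were in more than 1 list. Of all lists, the study picked only the co-expression screen.

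The genes named in the text follow a rule. Always named were fru, RpL10Ab, en, Sxl, tra, dsx, msl-2, roX1, roX2 and the 10 screen genes. In addition, for each comparison and direction, the 5 genes with the largest log2 fold change were named, among called exons whose groups did not overlap in normalised CPM and whose higher group had a mean of at least 10 CPM. For each such gene the exon with the lowest p was taken. The fru P1 exons were identified as the exons of transcripts that start at the most upstream start of the locus. The 14 genes called in the interaction and the first fru P1 exon, which the filter left out, were named after their values were seen.

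Alternatives were the quasi-likelihood test, DESeq2 1.42.0, the replicate number as a block, RLE size factors, library totals as the only scaling, no filter on low counts, a filter met in every library, FDR under 0.05, an added 2-fold change, repeated entries collapsed, 1 exon per gene, and each library left out in turn. For the gene lists library totals as the only scaling, and for the interaction the female pairs alone as a block, were chosen after the data had been seen. Replicate numbers were checked as pairs by correlating the deviations of same-numbered libraries from their group means. In females the 4 correlations were 0.473, 0.253, 0.582 and 0.405, so the female TRAP and total mRNA libraries of a number were taken as pairs. The correlation was across exons. Relabelled splits of the libraries were refitted with the test of each comparison, all 35 splits for each comparison of 4 against 4, and 80 drawn relabellings of sex within each fraction for the interaction. Since the sex difference of total mRNA enters as an interaction when only TRAP is mixed, the relabellings other than the real labels were also run on counts moved by negative binomial quantiles to the mean of the 2 sexes in each fraction.

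The scripts were tested on simulated data drawn from the means and library sizes of the files, with 33155 exons of 8577 genes and 200 genes changed 2-fold. The exact test recovered 191 of the 200 changed genes, and 23.9% of the exons it called were unchanged ones. The quasi-likelihood test recovered 190, DESeq2 192, and the interaction 141. In simulated lists of 30 genes, fry called a raised list and did not call an unchanged list at 0.05. GC content was not analysed here.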

Results

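The data were exon counts from 16 RNA-seq libraries of heads of 10 to 12 day old flies, with 4 libraries in each of 4 groups. TRAP libraries held mRNA on tagged ribosomes of fru P1-expressing cells, and total mRNA libraries held mRNA of the whole head. The counts summed to 24550541, 23339149, 18322073 and 23968548 in male total mRNA replicates 1, 2, 3 and 4, and to 18519160, 25419045, 23521032 and 21605519 in male TRAP replicates 1, 2, 4 and 5. In replicates 2, 3, 4 and 5 they summed to 23715713, 24866184, 22762218 and 19600888 in female total mRNA, and to 21774492, 15353672, 18294950 and 18367120 in female TRAP. A count of 0 allowed up to 3 counts, or 0.118 to 0.195 CPM depending on the library. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. TMM factors ranged from 0.706 to 1.28. Across exons, which are not independent replicates, Spearman's rho between libraries of a group ranged from 0.935 to 0.975. All positions are on dm6.

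The fru locus (FBgn0004652) and the tagged ribosomal protein gene RpL10Ab were examined first, since the pull-down is driven from fru P1. All 8 tested fru exons were called higher in male TRAP than in male total mRNA, with log2 fold changes from 0.53 to 2.57 (median 0.98). In females 9 of 9 were called higher, from 1.06 to 2.47 (median 1.33). The largest male change was in an exon of coding sequence and 3′ UTR at 3R 18414273 to 18417300, with 70.6 ± 15.2 CPM in TRAP and 11.9 ± 3.28 CPM in total mRNA (SD, n = 4 each) and a log2 fold change of 2.57 ± 0.24 (SE, FDR = 3.49e-22, edgeR exact test). The 4 TRAP libraries lay above the 4 total mRNA libraries. The same exon had a log2 fold change of 2.38 in females. A neighbouring fru entry shares part of this interval, so reads can count in both. Between male and female TRAP, 3 of 10 fru exons were called lower in males and 0 higher, with 7 at an unadjusted p under 0.05. Between male and female total mRNA 1 of 8 was called, at 3R 18434235 to 18435062, with a log2 fold change of -0.54 and FDR = 0.125. Leaving out 1 library took it past the threshold of 0.2 in 5 of the 8 fits, up to FDR = 0.289 without female total mRNA replicate 3. The TRAP effect on fru differed between the sexes in 0 of 8 exons, with 0 at an unadjusted p under 0.05.

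The first exon of the P1 transcripts (3R 18545113 to 18545586) fell below the filter in every comparison. It had 0.717 ± 0.187 CPM in male TRAP, 0.389 ± 0.221 in male total mRNA, 1.61 ± 0.407 in female TRAP and 0.477 ± 0.353 in female total mRNA (SD, n = 4). By exact two-sided permutation the TRAP difference gave p = 0.0286 in females, the smallest p that 4 against 4 allows, and p = 0.0857 in males. This permutation did not use the female pairs, and a permutation within 4 pairs could not reach so small a p. Male and female TRAP differed with exact permutation p = 0.0286. The female-length second P1 exon (3R 18513451 to 18515343, 5′ UTR and coding) had 25.2 ± 6.75 CPM in female TRAP, 4.88 ± 1.17 in female total mRNA, 1.2 ± 0.430 in male TRAP and 0.700 ± 0.366 in male total mRNA (SD, n = 4). Its log2 fold change was 2.47 ± 0.22 in female TRAP against total mRNA (SE, FDR = 1.57e-24) and -4.32 ± 0.27 in male against female TRAP (FDR = 1.49e-47), and in both the 4 libraries of the groups did not overlap. RpL10Ab was called higher in male TRAP in 5 of 5 exons (log2 fold changes 0.40 to 0.88) and in female TRAP in 2 of 5 (at most 0.55). It was lower in male than in female total mRNA in 5 of 5 exons (-0.86 to -0.74). The difference of its TRAP effect between the sexes was called in 0 of 5 exons, with 2 at an unadjusted p under 0.05. Counts of RpL10Ab include any reads from the transgene. The en gene had 1 tested exon in males, called higher in TRAP with a log2 fold change of 0.48, but it was not called without male total mRNA replicate 1 (0.40, FDR = 0.281) or replicate 4 (0.44, FDR = 0.246). In females it fell below the filter.

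**Figure D1:**
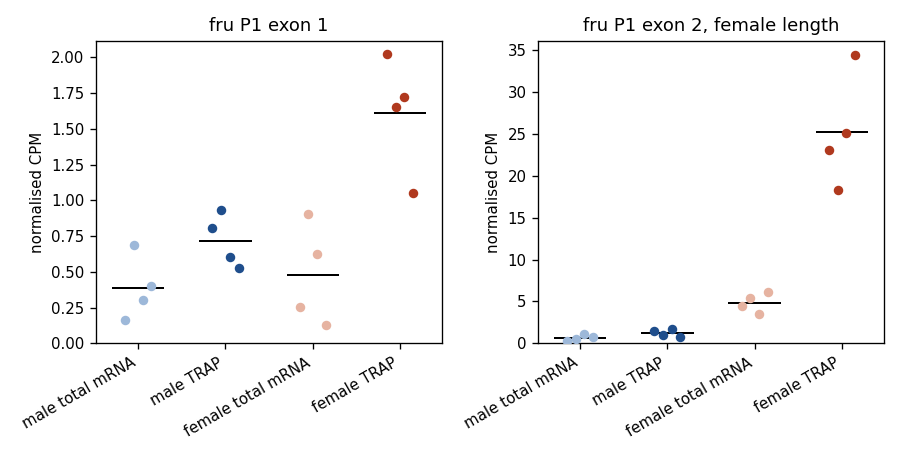
Normalised CPM of the first and the female-length second fru P1 exon in each library (points) of the 4 groups, with group means as lines. The second exon averaged 25.2 CPM in female TRAP and 1.2 CPM in male TRAP.

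The comparison of male TRAP with male total mRNA asked which transcripts are enriched on the ribosomes of fru P1 cells in males. Of 8577 genes tested by 33155 exons, 3622 were called higher in TRAP and 3200 lower, 207 of them in both directions by different exons. In all, 77.1% of the genes tested were called. The real grouping called 6615 genes, more than any other of the 35 splits, the next of which called 3672. With library totals as the only scaling, the median log2 fold change of all exons rose from 0.04 to 0.34, and 5009 genes were higher and 2395 lower, so the share of higher calls went from 53.1% to 67.7%. Adding a 2-fold change to the criterion left 926 higher and 1741 lower. Ilp3 (FBgn0044050, 3L 9801298 to 9801802, coding and 3′ UTR) had 111 ± 19.5 CPM in TRAP and 4.20 ± 1.88 in total mRNA (SD, n = 4), a log2 fold change of 4.73 ± 0.31 (SE, FDR = 6.02e-47). Ilp2 (FBgn0036046, 3L 9799698 to 9799926, 5′ UTR and coding) had 151 ± 43.7 against 6.76 ± 2.03 CPM and a log2 fold change of 4.49 ± 0.29 (FDR = 1.99e-46). The other 3 of the 5 largest increases were in Ilp5 (4.53), Hug (4.39) and CG8401 (4.34). The largest decrease was in BomS6 (FBgn0040733, 2R 18390353 to 18390462, coding and 3′ UTR), with 11.1 ± 1.79 against 146 ± 39.8 CPM and a log2 fold change of -3.72 ± 0.23 (FDR = 6.02e-47). It was followed by BomS5 (-3.67), CG43114 (-3.65), Drsl4 (-3.41) and CG43351 (-3.37). In each of these 10 genes the 4 libraries of the groups did not overlap, as the rule required. Insulin-like, Bomanin and Drosomycin-like genes are multigene families and CG43114 overlaps nompA, so their counts are uncertain where reads are shared. A further 499 exons were above 2 CPM in all 4 TRAP and in no total mRNA libraries, and 413 the other way, and the filter left them out.

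**Figure D2:**
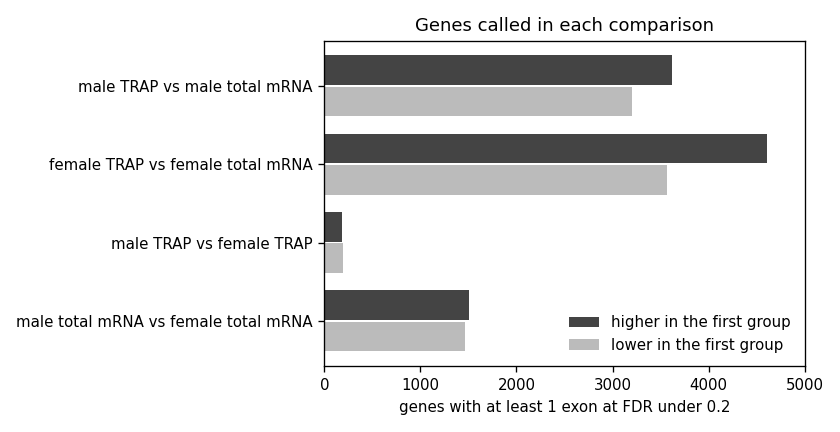
Number of genes with at least 1 exon at FDR under 0.2 in each comparison, higher (dark bars) or lower (light bars) in the group named first. Calls within TRAP between the sexes were fewest, 179 higher and 194 lower in males.

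The same comparison in females tested 8300 genes by 30192 exons. It called 4609 genes higher in TRAP and 3564 lower, 607 of them in both directions, or 91.2% of the genes tested. The largest number called in any other of the 35 splits was 65. Scaled by library totals only, 5564 were higher and 2439 lower, a share higher of 69.5% against 56.4%, with a median log2 fold change of 0.47 in place of 0.06. Of genes with at least 3 tested exons, 81.5% had a higher log2 fold change in the most 3′ exon than in the most 5′ exon in females and 64.5% in males, so calls of single exons depend on their place in the transcript. Vmat (FBgn0260964, 2R 13513132 to 13518139, coding and 3′ UTR) had 775 ± 214 CPM in TRAP and 58.3 ± 13.9 in total mRNA (SD, n = 4), a log2 fold change of 3.83 ± 0.24 (SE, FDR = 1.38e-48). Proc (3.73), Tbh (3.58), CG13330 (3.45) and Hug (2.78) followed. CG13330 lies inside Vmat on the opposite strand, and counting without strand cannot separate them. The largest decreases were in CG45045 (-3.43 ± 0.42, FDR = 2.96e-14), Mtk, CG43114 (-3.31), Dso2 (-3.26) and BomS5 (-3.15). Mtk (FBgn0014865, 2R 15408846 to 15409113, the whole transcript) had 32.4 ± 14.0 against 363 ± 139 CPM and a log2 fold change of -3.37 ± 0.34 (FDR = 6.5e-21). The 4 libraries of each group did not overlap in any of these 10 genes. The filter left out 1564 exons above 2 CPM in all 4 TRAP and in no total mRNA libraries, and 484 the other way.

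Sex-determination and dosage genes were examined in the same comparison. dsx was lower in TRAP in 5 of 5 exons in males (log2 fold changes -1.04 to -0.82) and 3 of 3 in females (-1.65 to -1.47). tra was higher in 2 of 4 exons in males and 4 of 4 in females, but its exon with the lowest p in males was not called without male total mRNA replicate 4 (0.31, FDR = 0.272). Sxl had 8 of 19 exons lower and 0 higher in males, with 6 at an unadjusted p under 0.05, and 7 lower and 1 higher of 17 in females. msl-2 was lower in 3 of 3 exons in females and called in 0 of 3 in males (0 at an unadjusted p under 0.05). lncRNA:roX1 was called in 0 of 6 exons in males and 0 of 5 in females (0 at an unadjusted p under 0.05 in either). Without male TRAP replicate 1 its exon at X 3858896 to 3861950 was called lower in male TRAP (-1.02, FDR = 0.00468), and the exon at X 3857230 to 3862061 in female TRAP without female total mRNA replicate 4 (-0.52, FDR = 0.143) or female TRAP replicate 3 (-0.52, FDR = 0.174). lncRNA:roX2 was lower in 6 of 10 exons in males and fell below the filter in the other comparisons.

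The genes called higher in TRAP were compared between the sexes. Their union held 4816 genes, of which 3415 were called in both (70.9%, Wilson interval 69.6% to 72.2%), 207 in males only (4.30%) and 1194 in females only (24.8%). Of the 207, only 84 had a tested exon in females, whereas 1187 of the 1194 had one in males. Among 8182 genes tested in both, 1968 shared genes would be expected by chance, with an odds ratio of 120 by Fisher's exact test. A call in 1 sex only does not show a difference, and the difference itself was called in 3 of the male-only and in 1 of the female-only genes. With FDR under 0.05 the share in both was 61.9%, and with 1 library left out it ran from 63.0% without male total mRNA replicate 4 to 75.2% without male total mRNA replicate 3. The male-only share ran from 2.31% without male TRAP replicate 2 to 7.82% without female TRAP replicate 4. The female-only share ran from 20.1% without male total mRNA replicate 3 to 34.3% without male TRAP replicate 2. With 1 exon per gene these shares were 8.73% and 17.2%. Across 29578 exons, which are not independent replicates, male and female TRAP effects had Pearson's r of 0.933 and Spearman's rho of 0.934, with the same sign in 89.2%.

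Gene lists fixed in advance were compared between TRAP and total mRNA with fry. Of the 10 lists tested in this comparison, 9 passed the adjusted threshold of 0.05 in males and 10 in females. Values are medians of log2 fold changes with 1 exon per gene, on a scale where the median of all genes was 0.15 in males and 0.33 in females. With library totals as the only scaling, chosen after the data had been seen, these medians of all genes rose to 0.44 and 0.74, and no list changed direction. Neuropeptide genes had a median of 2.11 in males (FDR = 0.000534, 23 of 26 genes up) and 2.12 in females (FDR = 0.000568, 20 of 25 up). The dpr and DIP family had 1.02 in males (FDR = 0.00779, 30 of 30 up) and 1.66 in females (FDR = 0.000534, 28 of 28 up). Neuron markers had 0.82 (FDR = 0.0151) and 1.41 (FDR = 0.000534), up in 11 of 11 genes in either sex. With the replicate number as a block, the dpr and DIP family (FDR = 0.0618) and neuron markers (FDR = 0.0953) did not pass in males. Cytosolic ribosomal protein genes had -1.40 in males (FDR = 0.00061) and -1.64 in females (FDR = 0.000534), with 1 of 84 up in each. Photoreceptor markers had -1.71 (FDR = 0.000798) and -1.87 (FDR = 0.000316), muscle markers -1.64 (FDR = 0.00169) and -1.75 (FDR = 0.0103), fat body markers -1.28 (FDR = 0.00327) and -1.49 (FDR = 0.000316), and glia markers -1.21 (FDR = 0.00155) and -1.44 (FDR = 0.000267), and in these 4 lists 0 genes were up in either sex. Nuclear OXPHOS genes had 0.40 in males, not past the threshold (FDR = 0.146, 53 of 59 up), and 0.57 in females (FDR = 0.00793, 56 of 59 up). Without male TRAP replicate 5 the male value was 0.55 (FDR = 0.0119, within a range of 0.0119 to 0.248 over its alternatives), and with members counted in either direction it passed (FDR = 0.0472), as did the other 9 lists in males and the 10 in females. Counts of called genes adjusted over the list alone were the same as over all genes tested, with exceptions in nuclear OXPHOS genes of males (38 against 41 higher) and neuron markers of females (3 against 2 lower). They were, for example, 29 higher in males and 28 in females in the dpr and DIP family, 23 higher and 3 lower in males and 20 and 4 in females among neuropeptides, and 83 lower in either sex among ribosomal proteins. Paralogs in these families can share reads, and their single genes are uncertain to that extent. Genes of the mitochondrial genome and the 6 chemosensory receptors had 0 tested genes, so these lists could not be examined, and the olfactory receptors had 1 tested gene in each sex.

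**Figure D3:**
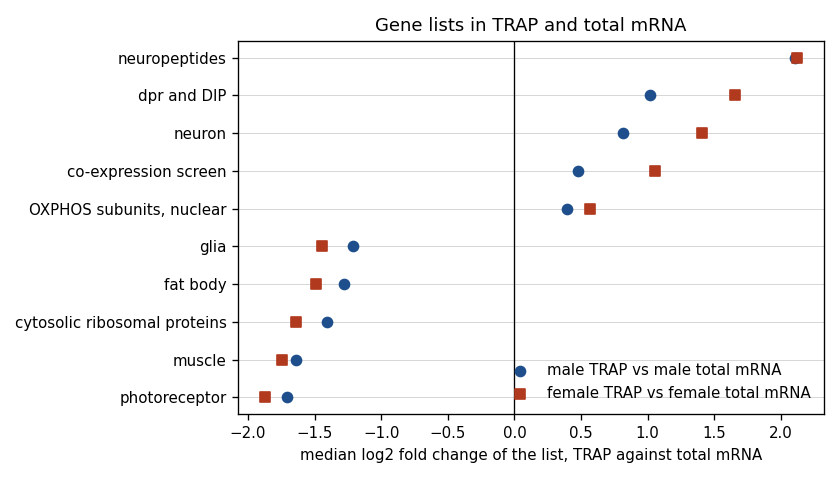
Median log2 fold change of TRAP against total mRNA for 10 gene lists in males (circles) and females (squares). Neuropeptides lay highest (2.11 and 2.12) and photoreceptor markers lowest (-1.71 and -1.87), and no list changed direction under any of the 3 scalings.

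The 10 genes of the co-expression screen were chosen by the study partly on these samples, so a count adjusted over the list alone is not independent evidence. Their median log2 fold change was 0.48 in male TRAP against total mRNA (FDR = 0.0278, 8 of 10 up) and 1.05 in female (FDR = 0.000316, 8 of 10 up). The male call was lost without male total mRNA replicate 2 (FDR = 0.0617), male total mRNA replicate 4 (FDR = 0.0776) or male TRAP replicate 2 (FDR = 0.0555), in a range of 0.00109 to 0.0953 over its alternatives. By single exons, 7 genes were higher and 2 lower in male TRAP and 7 higher and 4 lower in female TRAP, both over all genes tested and adjusted over the list alone. The beat-IIa gene was higher in 7 of 8 tested exons in males and 7 of 7 in females, Glut4EF in 7 of 11 and 11 of 11, and tutl in 5 of 7 and 4 of 4. EcR was higher in 1 of 4 exons in males and 4 of 4 in females, but its only male call was lost without male total mRNA replicate 1 (FDR = 0.416), male total mRNA replicate 4 (FDR = 0.236) or male TRAP replicate 2 (FDR = 0.229). Eip75B was higher in 3 of 8 and 5 of 8. kibra was lower in 4 of 4 and 3 of 3. gukh had 3 exons higher in males, and 3 higher and 2 lower in females. wdb had 1 higher and 1 lower in males, and 1 higher and 2 lower in females. Their male exons with the lowest p were not called without male total mRNA replicate 4 (gukh, FDR = 0.266), or without male total mRNA replicate 1 (wdb, FDR = 0.229) or male TRAP replicate 2 (wdb, FDR = 0.222). For Glut4EF the male exon followed in the fits was not called without male total mRNA replicate 1 (FDR = 0.224) or male TRAP replicate 5 (FDR = 0.288). rl was lower in females in its 1 tested exon (log2 fold change -0.65) and called in males (-0.32 with all libraries) only without male TRAP replicate 1 (-0.51, FDR = 0.0971), and tara was called in neither sex (0.24 and 0.12).

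Male and female TRAP were compared to ask which transcripts of fru P1 cells differ between the sexes. Of 8473 genes tested by 32913 exons, 179 were called higher in males and 194 lower, 1 of them in both directions, or 4.39% of the genes tested. The 372 genes of the real grouping were reached or passed by 6 of the 35 splits, itself included (17.1%), and the largest other split called 1701, so regrouped libraries can give as many, although the median of the other splits was 0. It ran from 99 higher without female TRAP replicate 4 to 370 without female TRAP replicate 3, and from 87 lower without male TRAP replicate 1 to 419 without female TRAP replicate 2. The quasi-likelihood test called 76 higher and 73 lower. Under library totals alone the split was 258 higher and 134 lower (65.8% higher, against 48.0%), and the median log2 fold change of all exons rose from 0.03 to 0.12. RLE size factors tilted it the other way, to 173 higher and 234 lower (42.5% higher), as did DESeq2 (175 and 261, 40.1%). The balance of directions thus rests on the setting. lncRNA:roX1 (FBgn0019661, X 3858896 to 3861950, a non-coding RNA exon) had 336 ± 263 CPM in males and 8.17 ± 3.59 in females (SD, n = 4), a log2 fold change of 5.42 ± 0.56 (SE, FDR = 4.14e-19). Crz (FBgn0013767, 3R 14315360 to 14315716, coding and 3′ UTR) had 57.3 ± 15.6 against 7.05 ± 2.24 CPM and a log2 fold change of 3.08 ± 0.24 (FDR = 7.84e-29). Obp99b (3.40), Cyp313a1 (2.95) and to (2.77) were the other 3 of the 5 largest increases. The largest decreases were in Yp2 (-5.80 ± 0.89, FDR = 1.51e-06), asRNA:CR45601 (-5.71), Yp1 (-5.70), Yp3 (-5.54) and the female-length fru exon. Yp1 (FBgn0004045, X 10054214 to 10055498, coding and 3′ UTR) had 153 ± 222 against 8340 ± 1880 CPM (SD, n = 4; SE 1.02, FDR = 4.66e-06), and male TRAP replicate 5 alone had 482 CPM. asRNA:CR45601 lies inside Yp1 on the opposite strand and Yp1, Yp2 and Yp3 are related, so their counts are not independent. Yp1 was higher still in female total mRNA (34452 CPM). The Yp genes, asRNA:CR45601, lncRNA:roX1, Obp99b, Cyp313a1 and to were also among the largest sex differences of total mRNA. Whole-head RNA carried into TRAP was not tested for them, so their differences are not shown to arise in fru P1 cells. The groups did not overlap in these 10 genes. msl-2 was higher in males in 3 of 3 exons (1.21 to 1.60), lncRNA:roX1 in 5 of 5, and Sxl, which is spliced by sex, had 10 exons higher and 4 lower of 19. tra had 0 of 4 exons called (0 at an unadjusted p under 0.05). Among lists, neuropeptides had a median log2 fold change of 0.65 (FDR = 0.00608, 20 of 27 up), with 15 genes higher and 4 lower over all genes tested and 17 and 4 adjusted over the list alone. Their FDR ran from 0.00087 to 0.126 over the alternatives. No other list passed, with photoreceptor markers at 0.51 (FDR = 0.178, 14 of 14 up), glia markers 0.37 (FDR = 0.231), the dpr and DIP family -0.15 (FDR = 0.398), nuclear OXPHOS genes -0.10 (FDR = 0.686), ribosomal proteins -0.33 (FDR = 0.146), muscle markers -0.37 (FDR = 0.571), fat body markers -0.58 (FDR = 0.385) and 3 olfactory receptors -0.11 (FDR = 0.559). In these lists the genes called over all genes tested were 11 higher among photoreceptor markers (13 adjusted over the list alone), 1 higher among glia markers (6), 2 higher and 5 lower among fat body markers (3 and 8), 4 lower among ribosomal proteins (3), 2 lower in the dpr and DIP family (2) and 1 lower among neuron markers (0, with 8 at an unadjusted p under 0.05). Muscle markers had 0 (1 higher and 4 lower adjusted over the list alone, 4 at an unadjusted p under 0.05), and nuclear OXPHOS genes and olfactory receptors 0 either way (2 and 0 at an unadjusted p under 0.05). With members counted in either direction, a reading added after the data had been seen, fat body markers (FDR = 6.07e-06, 4 of 13 up) and neuropeptides (FDR = 1.21e-05) passed and the others did not (lowest FDR = 0.0868). Fat body markers passed as a shift in 1 direction without male TRAP replicate 5 (-0.81, FDR = 0.00551, in a range of 0.00551 to 0.702). Neuron markers (-0.03, FDR = 0.732) and screen genes (-0.07, FDR = 0.225) changed sign with library totals as the only scaling, to 0.062 and 0.025. Of the screen genes 0 were called over all genes tested and 0 adjusted over the list alone, with 1 at an unadjusted p under 0.05. EcR was called lower in males without female TRAP replicate 2 (FDR = 0.115), female TRAP replicate 3 (FDR = 0.192) or male TRAP replicate 5 (FDR = 0.113).

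Male and female total mRNA gave the sex difference of the whole head. Of 8408 genes tested by 31125 exons, 1504 were called higher in males and 1459 lower, 24 of them in both directions, or 35.0% of the genes tested. The next largest of the 35 splits called 2167 genes against 2939 in the real one. With library totals as the only scaling 5411 were higher and 737 lower (88% higher, against 50.8%), with a median log2 fold change of all exons of 0.33 in place of 0.04, so the balance of calls rests on the scaling. The number higher ran from 813 without female total mRNA replicate 3 to 2103 without male total mRNA replicate 1. lncRNA:roX1 (X 3857230 to 3862061) had 438 ± 117 CPM in males and 11.5 ± 3.62 in females (SD, n = 4), a log2 fold change of 5.31 ± 0.29 (SE, FDR = 5.49e-62). Obp99b (FBgn0039685, 3R 29716254 to 29716819, the whole transcript) had 350 ± 94.9 against 22.8 ± 0.917 CPM and a log2 fold change of 4.00 ± 0.19 (FDR = 8.58e-73). Cyp313a1 (3.23), CG11854 (3.14) and to (2.76) followed, and CG11854 overlaps bam. Yp1 had 189 ± 164 against 34452 ± 5139 CPM and a log2 fold change of -7.44 ± 0.84 (FDR = 1.49e-16). asRNA:CR45601 (-7.47), Yp2 (-7.41), Yp3 (-7.16) and fit (-3.66) were the other 4 of the 5 largest decreases, and fit overlaps asRNA:CR45046 and CG31465. The groups did not overlap in these 10 genes. Sxl had 14 exons higher and 5 lower of 21, msl-2 1 higher of 3, and lncRNA:roX1 5 higher of 5. dsx had 1 of 2 exons lower in males (3R 7931168 to 7935653, log2 fold change -2.0, FDR = 6.83e-15). tra had 0 of 4 exons called (0 at an unadjusted p under 0.05). 3 lists passed the threshold. Ribosomal protein genes had a median of -0.64 (FDR = 0.0122, 0 of 84 up, range 0.0106 to 0.155 over the alternatives), with 79 lower over all genes tested and 81 adjusted over the list alone. Photoreceptor markers had 0.38 (FDR = 0.0122, 14 of 14 up, range 8.84e-05 to 0.134), with 10 higher and 1 lower either way. Fat body markers had -0.71 (FDR = 0.0151, 4 of 13 up), with 2 higher and 9 lower either way, and were not past the threshold without female total mRNA replicate 2 (-0.81, FDR = 0.0503, range 0.00455 to 0.0503). On that scaling, where the median of all genes was 0.38 in place of 0.08, these lists had -0.35, 0.68 and -0.42. The others did not pass: neuropeptides 0.28 (FDR = 0.208), neuron markers 0.48 (FDR = 0.159), the dpr and DIP family 0.50 (FDR = 0.161), screen genes 0.21 (FDR = 0.306), glia markers 0.14 (FDR = 0.0976), muscle markers -0.62 (FDR = 0.178) and nuclear OXPHOS genes 0.01 (FDR = 0.961, a median that changed sign under RLE size factors). With members counted in either direction glia markers passed as well (FDR = 4.35e-05, 7 of 9 up), and so did the 3 lists above. In the others the lowest such FDR was 0.0849. In the lists that did not pass the genes called over all genes tested were 15 higher in the dpr and DIP family (19 adjusted over the list alone), 9 higher among neuron markers (10), 7 higher among neuropeptides (6), 2 higher and 1 lower among glia markers and 1 higher and 7 lower among muscle markers (the same either way), and 1 higher and 5 lower among nuclear OXPHOS genes (0 and 1, with 6 at an unadjusted p under 0.05). Without male total mRNA replicate 1, 7 lists passed, among them screen genes (0.40, FDR = 0.0234), the dpr and DIP family (0.66, FDR = 0.0402), neuron markers (0.69, FDR = 0.0234) and glia markers (0.39, FDR = 0.0014). Of the screen genes 3 were higher and 1 lower, both over all genes tested and adjusted over the list alone, and the call of Glut4EF was lost in 7 of the 8 fits that left out 1 library (up to FDR = 0.364 without male total mRNA replicate 2). The call of beat-IIa followed in the fits was lost without female total mRNA replicate 2 (FDR = 0.216), and Eip75B (FDR = 0.0706) and wdb (FDR = 0.0644) were called higher without male total mRNA replicate 1. Across 28628 exons the sex difference in TRAP and in total mRNA had Pearson's r of 0.471 and Spearman's rho of 0.202, with the same sign in 55.3%.

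The difference of the TRAP effect between males and females was tested over the 16 libraries, since a gene called in 1 sex only is not shown to differ. Of 8385 genes tested by 31299 exons, 10 were called with a larger TRAP effect in males and 4 in females. The effect is the signed log2 fold change, so a larger effect is not always the change of larger size. With the female TRAP and total mRNA libraries of a number as pairs 22 were called, 11 in each direction, and the 14 were among them. Of 80 drawn relabellings of sex within TRAP and within total mRNA, the real labels kept the counts as given and the others were made on counts from which the sex difference of each fraction had been taken out. Among these others 1 reached 14 genes, with 3905 (0 on the counts as given), which with the real labels makes 2 of 80 (2.5%). The real labels and the others thus used unlike counts, so this share is not an exact permutation p. With all labels on the counts as given the share was 6.25%, and the change of counts was chosen after the results were seen. Leaving out 1 library gave from 8 genes (without male TRAP replicate 1, for example) to 16 (without female TRAP replicate 3), DESeq2 called 97 (39 larger in males and 58 in females, so the balance of directions turned) and 1 exon per gene 56 (37 and 19). The 14 genes are named here after their values were seen. Of these, 7 belong to the neuropeptide list: Crz (log2 difference 3.08, FDR = 0.00115), Ilp2 (3.14, FDR = 0.0474), Dh44 (2.0, FDR = 0.0495), ITP (1.62, FDR = 0.0495), Ilp3 (2.30, FDR = 0.0495), Capa (1.62, FDR = 0.12) and Ilp5 (2.21, FDR = 0.192). Crz had 57.3 ± 15.6 CPM in male TRAP and 7.26 ± 1.93 in male total mRNA, and 7.05 ± 2.24 in female TRAP and 7.60 ± 1.85 in female total mRNA (SD, n = 4). Dh44 (FBgn0012344, 3R 9648983 to 9650706) had 152 ± 33.4, 16.1 ± 4.73, 31.6 ± 5.12 and 13.4 ± 4.72 CPM in the same order. The other 3 with a larger effect in males were CG5160 (2.13, FDR = 0.06), CG42394 (1.24, FDR = 0.12) and cv-c (1.28, FDR = 0.156). By mean CPM, some of these genes were higher in male TRAP but lower in female TRAP than in total mRNA of the same sex. In females ITP had 17.09 against 30.46 CPM, CG42394 2.975 against 4.99 and cv-c 4.309 against 6.148. Orcokinin (-1.01, FDR = 0.086), SerT (-1.30, FDR = 0.12), CG6999 (-2.11, FDR = 0.0474) and CG32706 (-2.10, FDR = 0.0495) had a larger effect in females. Orcokinin is a neuropeptide gene by its name but was not in the neuropeptide list, so the tests of that list leave it out. Orcokinin was lower in male TRAP than in male total mRNA (20.68 against 25.3 CPM) and higher in female TRAP (32.05 against 19.51 CPM). CG6999 and CG32706 are neighbours on X (9088839 to 9089314 and 9087612 to 9088073) with near-equal values, and may share reads. CG6999 had 6.96 ± 1.42 CPM in male and 9.99 ± 2.49 in female TRAP, and 3.28 ± 0.734 in male and 1.09 ± 0.293 in female total mRNA (SD, n = 4). CG32706 had 7.27 ± 1.48, 9.63 ± 3.46, 3.45 ± 0.780 and 1.05 ± 0.195 in the same order, so in both the sexes differed mainly in total mRNA. The cv-c exon also differed in total mRNA (log2 fold change -0.82, against 0.45 in TRAP). Over the 16 fits that left out 1 library, Crz, Ilp2, Ilp3, Dh44, ITP, CG6999 and CG32706 were called in 16, CG5160 in 14, Orcokinin in 8, Capa in 6, SerT in 5, CG42394 in 4, and cv-c and Ilp5 in 3. For msl-2 the difference was called in 0 of 3 exons, with 3 at an unadjusted p under 0.05. None of the 10 lists passed as a shift in 1 direction. With members counted in either direction neuropeptides passed (FDR = 5.2e-06, and 2.03e-05 with the female pairs as a block) and the 9 others did not (lowest FDR = 0.232). Neuropeptides had a median of 0.32 (16 of 26 up, FDR = 0.434), with 7 genes higher over all genes tested and, adjusted over the list alone, 11 higher and 7 lower, so members went both ways. The dpr and DIP family had -0.62 (0 of 30 up, FDR = 0.434), with 0 genes called over all genes tested, 19 lower adjusted over the list alone and 16 at an unadjusted p under 0.05. Neuron markers had -0.57 (0 of 11 up, FDR = 0.434) and screen genes -0.36 (4 of 10 up, FDR = 0.434), and of the screen genes 0 were called over all genes tested, 2 higher and 3 lower adjusted over the list alone and 5 at an unadjusted p under 0.05. The remaining lists had medians of 0.31 (ribosomal proteins, FDR = 0.506), 0.26 (muscle, FDR = 0.727), 0.22 (glia, FDR = 0.717), 0.15 (fat body, FDR = 0.727), 0.11 (photoreceptor, FDR = 0.727) and -0.10 (nuclear OXPHOS, FDR = 0.727). In these and among neuron markers 0 genes were called over all genes tested. Adjusted over the list alone, 6 photoreceptor markers were higher and 1 lower and 1 fat body marker was higher, and 0 were called among ribosomal proteins, nuclear OXPHOS genes and markers of neurons, glia and muscle (26, 5, 6, 1 and 0 at an unadjusted p under 0.05).

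**Figure D4:**
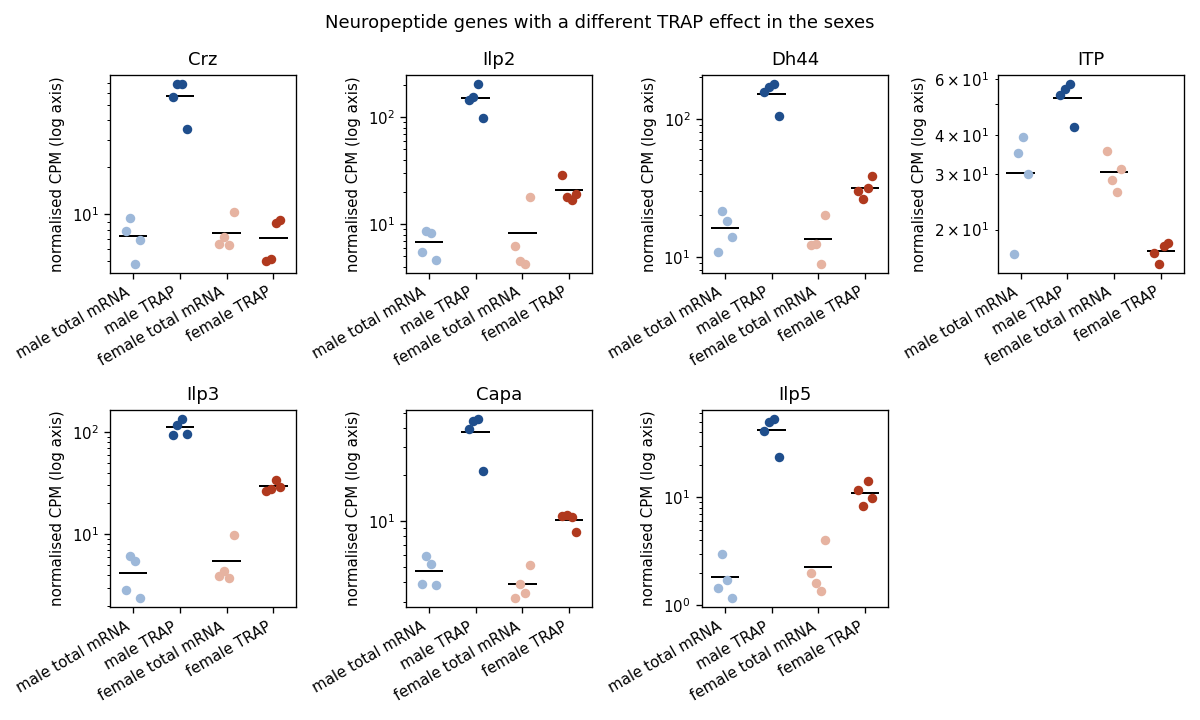
Normalised CPM (log axis) of the 7 genes of the neuropeptide list called in the interaction, in each library (points) of the 4 groups, with group means as lines. Crz averaged 57.3 CPM in male TRAP and between 7.05 and 7.60 CPM in the other 3 groups.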

Values the study reported

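For flies of 10 to 12 days, the study reported 3119 genes enriched in fru P1 TRAP over total mRNA in both sexes, or 74% of the TRAP-enriched genes, with 6% enriched in males only and 20% in females only. It called a gene enriched when at least 1 exon was higher at FDR under 0.2. In its comparison over time points, 1274 genes were shared by the male and female sets of this age alone. Between male and female TRAP at this age, it described about 1.3 fold more genes with higher expression in females than in males.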

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

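The tests of the high Yp1 level in male TRAP replicate 5, the test of a neuropeptide difference already present in total mRNA, and the relabelling of counts without the sex difference of each fraction were chosen only after the results were seen.

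In 15 of 124 groups of 4 libraries, 1 library lay far from the other 3, where 6.2 would be expected by chance, so several of these are what chance gives. The groups are those of the named genes and of the list means, and genes that overlap or belong to a family are not independent. In male TRAP replicate 5 Yp1 had 482.3 CPM (4.78, 47 and 77.1 in the other male TRAP libraries), asRNA:CR45601, which lies inside Yp1, 357.7 CPM, Yp3 84.96 CPM, and Yp2 16.66 CPM (0.339 to 1.81 in the others). If female flies among the heads had caused this, the share implied by Yp1 (5.29% of female TRAP) would have added 1.34 CPM to the female-length fru exon. That exon had 0.730 CPM in this library, below the 1.36 ± 0.358 CPM of the other 3 male TRAP libraries, which argues against female flies. Female total mRNA mixed into the library remains open. Under it all strongly female-biased genes would imply 1 share, and the 3 such genes other than Yp implied a median of 1.89%, against 1.36% for the Yp genes. The 3 do not decide: fit implied 1.89%, asRNA:CR45046 overlaps it, and Obp19a is near the floor and implied 9.62%. A difference of yolk protein mRNA between flies was not tested. In mean log2 CPM, male TRAP replicate 5 was also the highest male TRAP library for fat body (6.697 against 5.034 to 5.48), photoreceptor (7.891), glia (4.308) and muscle markers (3.617). It was the lowest for neuropeptides (5.436), but not for neuron markers (7.804). More whole-head RNA in this library would go with most of this and was not tested. Yp1 averaged 189.32 CPM in male total mRNA, below the 482.3 CPM here.

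The other outlying libraries were single values for which no explanation was tested, biological or technical. In female TRAP replicate 2 Yp1 (5553 CPM against 8869 to 9518), asRNA:CR45601 (4111 CPM) and the mean log2 CPM of the fat body markers (6.742 against 7.31 to 7.42) were low together. In female total mRNA replicate 5 Tbh was high (9.94 CPM against 4.3 to 4.78), Dso2 low (42.06 against 76.1 to 78.6), and the mean log2 CPM of neuropeptides high (3.969 against 3.32 to 3.41). In male total mRNA replicate 1 fit was high (10.85 CPM against 4.61 to 5.21) and the mean log2 CPM of glia markers low (4.805 against 5.13 to 5.18). Yp3 was high in female total mRNA replicate 4 (2568 CPM), to was low in male TRAP replicate 4 (90.77 against 148 to 153), and Drsl4 was low in male total mRNA replicate 3 (33.69 against 39.1 to 39.8).

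The TRAP effect differed between the sexes in 14 genes by the interaction test, with a log2 difference of 3.08 for Crz, 3.14 for Ilp2, 2.30 for Ilp3, 2.21 for Ilp5, 2.13 for CG5160, 2.0 for Dh44, 1.62 for ITP, 1.62 for Capa, 1.28 for cv-c, 1.24 for CG42394, -1.01 for Orcokinin, -1.30 for SerT, -2.11 for CG6999 and -2.10 for CG32706. Relabelling the counts as they are gave at least 14 genes in 5 of 80 drawn splits (6.25%), but the 4 others left total mRNA by sex or nearly so while mixing or mostly exchanging the sexes in TRAP, so that the sex difference of total mRNA entered as a difference of TRAP effects. With the sex difference of each fraction taken out of the counts, 1 other split gave at least 14, which with the real labels on the counts as given makes 2 of 80 (2.5%). It gave 3905 there and 0 on the counts as given, and no label names a batch that follows it.

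The neuropeptide list was higher in male than in female TRAP. A first technical explanation is that more whole-head RNA was carried into the female TRAP libraries, which would lower enriched genes in general. The 665 other genes enriched at least 2-fold in both sexes had a median log2 fold change of -0.11 between male and female TRAP. The 19 neuropeptide genes that met the same criterion had 0.69. The other genes were thus not lower in female TRAP, which argues against dilution. The sets were not matched for the strength of enrichment beyond 2-fold. If a sex difference already present in total mRNA were the whole cause, no member would differ in its TRAP effect. The interaction test of the whole list, which was fixed in advance, with fry over the 16 libraries and members in either direction gave FDR = 5.2e-06. This argues against it as the cause for every member, and does not say for how many. The 7 genes called in the interaction were chosen by that test, so they add nothing to it. As a shift in 1 direction the list did not pass (FDR = 0.434), which decides nothing, since members went both ways. Library depth gives no reason, since the genes were well above the floor. What stays open is a difference between the sexes in the peptidergic cells that the driver marks, or in the libraries of the 2 sexes as they were prepared, and either may account for the list. For CG6999 and CG32706, neighbours on X with near-equal values, the libraries of the sexes differed in total mRNA (3.28 against 1.09 CPM and 3.45 against 1.05 CPM) and overlapped in TRAP, so the difference lies mainly in total mRNA. For them reads shared between copies were not tested.

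The first exon of the fru P1 transcripts, left out by the filter, had 1.61 CPM in female TRAP, above the floor and above total mRNA. It lies at the 5′ end of the locus. In 81.5% of genes in females and 64.5% in males the most 3′ exon had the higher TRAP effect, so loss of 5′ coverage may lower this exon in TRAP, which would make its TRAP level an underestimate.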

How the results depend on the processing

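The tests, filters, thresholds, gene lists, naming rule and alternatives were set before the data were examined, except those added after the data had been seen: library totals as the scaling of the gene lists, the female pairs alone as a block in the interaction, genes of a list adjusted over the list alone, list tests with members in either direction, and the tests named as such in the other parts. Of 15 counts and shares that answer a comparison, 12 moved by over 1.5 times, or for the shared percent past its interval, under at least 1 alternative. RLE size factors and collapsing repeated entries moved none of those they were run on. Counting a gene as shared at an unadjusted p under 0.05 in the other sex moved nothing (3415 genes), since the largest called p was 0.122 in males and 0.155 in females, so that setting could not change a call.

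Some changes follow from how an alternative is built. Asking for a 2-fold change as well left 926 genes higher and 1741 lower in male TRAP, 2115 and 2049 in female TRAP, 91 and 82 between male and female TRAP, and 59 and 286 between male and female total mRNA. FDR under 0.05 left 89 higher and 88 lower between the sexes in TRAP, 525 and 872 in total mRNA, 7 genes in the interaction, and a shared percent of 61.9%. Without a filter more exons were tested, and 5054 genes were lower in male TRAP, 430 higher and 517 lower between the sexes in TRAP, and 2496 higher in male total mRNA. With library totals as the only scaling 5411 genes were higher and 737 lower in male against female total mRNA, as the shift of all exons by scaling would give. For the lists this scaling let 9 pass between the sexes in total mRNA in place of 3, for the same reason.

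For the next changes the cause was not tested. The quasi-likelihood test called 76 genes higher and 73 lower between male and female TRAP, and 149 of the 373 main calls were called again, against 360 with DESeq2 and 365 with RLE size factors. In the interaction DESeq2 called 97 genes (39 larger in males and 58 in females, against 10 and 4) and 1 exon per gene 56 (37 and 19), and 14 and 13 of the 14 main genes were among them. The shared percent was 74.1% with 1 exon per gene and 72.5% with CPM above 2 in every library.

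With 1 library left out, genes higher in TRAP ran from 3099 to 3864 in males and from 4196 to 4498 in females, and genes lower from 2890 to 3320 and from 3329 to 3587. Between male and female TRAP, genes higher ran from 99 (without female TRAP replicate 4) to 370 (without female TRAP replicate 3) and genes lower from 87 (without male TRAP replicate 1) to 419 (without female TRAP replicate 2). In total mRNA, genes higher in males ran from 813 (without female total mRNA replicate 3) to 2103 (without male total mRNA replicate 1) and genes lower from 1032 to 1580. The interaction ran from 8 to 16 genes, with 8 without male TRAP replicate 1. Genes shared by the sexes ran from 2989 to 3636, and the shared percent from 63.0% (without male total mRNA replicate 4) to 75.2% (without male total mRNA replicate 3). Lists past the threshold ran from 8 to 10 in male TRAP, stayed at 10 in female TRAP, ran from 1 to 2 between the sexes in TRAP (2 without male TRAP replicate 5) and from 2 to 7 in total mRNA (7 without male total mRNA replicate 1). A group of 3 has less power, and for the counts that rose the cause was not tested.

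Other splits of the libraries gave as many genes in 1 of 35 for male TRAP against total mRNA, 1 of 35 for female TRAP against total mRNA and 1 of 35 for male against female total mRNA, each the real one. Of the 8 female splits that part all pairs, 1 gave as many, and the others gave 0 genes. For the sexes in TRAP, 6 of 35 splits gave at least as many genes. The largest, with 1701, set female TRAP replicate 2 with male TRAP replicates 1, 2 and 4 against the rest, and no label names a batch that follows it. In the interaction 2 of 80 splits did, the real labels on the counts as given and 1 other with the sex differences taken out of the counts. With all labels on the counts as given the share was 6.25%.

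The replicate number as a block changed no call of the female lists or count of the female TRAP comparison by over 1.5 times, where the numbers pair the libraries. These pairs also enter the interaction, and with the female pairs alone as a block it called 22 genes in place of 14, with 14 of the 14 among them. The relabellings used no block. Male and female libraries share only a number. Male TRAP and total mRNA libraries of a number may come from 1 lysate, which their low correlations do not settle. Same-numbered male TRAP and total mRNA libraries had correlations of -0.0225, 0.104 and 0.229 in their deviations, male and female TRAP -0.156, -0.0196 and 0.208, and male and female total mRNA 0.0499, -0.132 and -0.274. With the block 105 genes were lower between male and female TRAP, the interaction called 49 with the numbers of both sexes as blocks, and 0 lists passed between the sexes in TRAP (neuropeptides at FDR = 0.126, in a range of 0.00087 to 0.126 over its alternatives). In male TRAP against total mRNA 6 lists passed in place of 9, without the dpr and DIP family (FDR = 0.0618, range 0.00179 to 0.0618), neuron markers (FDR = 0.0953, range 0.00293 to 0.0953) and screen genes (FDR = 0.0953, range 0.00109 to 0.0953). In total mRNA ribosomal proteins (FDR = 0.155, range 0.0106 to 0.155) and photoreceptor markers (FDR = 0.134, range 8.84e-05 to 0.134) did not pass, and neuron (FDR = 0.0425, range 0.0234 to 0.301) and glia markers (FDR = 0.0184, range 0.0014 to 0.178) did.

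Of 41 list results 19 changed in at least 1 alternative, and of 125 named exons 18 did. The quasi-likelihood test, DESeq2 and RLE size factors changed no named exon they gave a value for. Leaving out 1 library gave 24 weaker, 9 stronger and 10 reversed values of named exons. Of the list values it gave 4 weaker, 6 stronger and 8 reversed, the replicate block 6 weaker, 2 stronger and 1 reversed, library totals 7 stronger and 2 reversed, RLE size factors 1 reversed, and the longest exon per gene 1 weaker. Values that reversed lay near 0 in the main setting and were not past the threshold in either. Between male and female TRAP, library totals gave neuron markers a median of 0.062 and screen genes 0.025. With 1 library left out, nuclear OXPHOS genes ran from -0.18 to 0.068 (above 0 without female TRAP replicate 4 or male TRAP replicate 5), olfactory receptors from -0.25 to 0.017 and neuron markers from -0.11 to 0.023 (both above 0 without female TRAP replicate 5). In total mRNA the nuclear OXPHOS median was -0.082 with the replicate block and -0.0057 with RLE size factors. It ran from -0.049 to 0.080 with 1 library left out, below 0 without female total mRNA replicate 2 or 3 or male total mRNA replicate 1 or 3. The interaction of lncRNA:roX1 (FBtr0345714-E1) ran from -0.61 (without male TRAP replicate 1) to 0.37, and was below 0 also without male total mRNA replicate 4, female total mRNA replicate 5 or female TRAP replicate 2 or 4. In the TRAP comparison of the sexes, gukh (FBtr0089768-E5) ran from -0.10 to 0.22, below 0 without replicate 5 of either sex, and en (FBtr0088095-E3) from -0.14 to 0.080, above 0 without female TRAP replicate 4 or 5 or male TRAP replicate 5. The cause was not tested.

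The filter, not depth alone, sets which low exons were tested. It left out 88 exons above 2 CPM in all 4 male TRAP and in no female TRAP libraries and 49 the other way, and in total mRNA 305 and 85. Without the filter 430 genes were higher and 517 lower between the sexes in TRAP. At up to 3 counts in a library, presence and absence could not be separated.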

Other observations

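The test of male TRAP replicate 5 in the number of genes called, and the test of the size of sex differences in libraries not used to choose the exons, were settled only after values were seen. The other tests of this part were set beforehand.

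Cytosolic ribosomal protein genes were lower in TRAP in both sexes. Their transcripts are short (median 882 bases against 2155 for all genes in the male comparison), and short transcripts could be recovered less. Across genes, transcript length and log2 fold change had a Spearman's rho of 0.170 in males and 0.194 in females. Against genes of the same length, the median of the ribosomal protein genes was -1.45 in males and -1.85 in females on the log2 scale, which argues against length as the cause. What lowers them remains open.

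Fewer genes differed between the sexes in TRAP than in total mRNA. Replicates that vary more in TRAP could hide differences of the same size. The square root of the common dispersion was 0.228 in the TRAP comparison and 0.201 in the total mRNA comparison, which goes with this. For the 6130 exons called in total mRNA and tested in TRAP, the median sex difference was 0.57 in total mRNA and 0.15 in TRAP, 25.8% of it, but exons chosen for a large difference tend to be smaller in any other libraries. With as many exons chosen on 2 against 2 total mRNA libraries, the median in TRAP was 28.4% of that in the other 2 against 2 (median of the 36 choices). Single choices ran from -155% to 225%, extremes that came with small medians in the other total mRNA libraries (0.0302 and 0.115). All choices but those at 104.5% and 225% gave a lower median in TRAP, which goes with smaller differences there. The choices share libraries, and the value depends on the total mRNA libraries chosen. How much smaller the differences are, and how far more variable replicates add to this, cannot be told here.

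More genes were called between TRAP and total mRNA in females than in males. If male TRAP replicate 5 had weakened the male comparison, leaving it out would have closed the gap. The male comparison called 6776 genes without it and 6615 with it, and from 5869 to 6778 without any other library. The female comparison called from 7179 to 7376 without 1 library and 7566 with all, so a gap remained. This argues against male TRAP replicate 5 as the sole cause, and does not say whether it adds to the gap. By the criterion first set the test did not decide, and the one used here was settled after values were seen. The slope of male on female effects across exons was 0.736, so male effects were smaller. The cause remains open.

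Many genes had exons called in opposite directions between TRAP and total mRNA. A candidate explanation is coverage that falls off toward the 5′ end more in TRAP. Over 4189 genes with at least 3 tested exons in females and 4508 in males, the most 3′ exon had the higher log2 fold change in 81.5% and 64.5%, with a median difference of 0.48 and 0.16. This fits lower recovery of 5′ ends in TRAP, stronger in the female libraries. RNA integrity was not analysed here, and use of alternative exons stays open.

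The share of counts on the X chromosome was higher in female than in male total mRNA, 24.6% ± 0.585 against 16.4% ± 0.416 (SD, n = 4), a gap of 8.18 percentage points. Without 12 exon entries of Yp1, Yp2, Yp3 and genes overlapping them the gap was 0.208 points, so a few abundant genes account for it.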
